A study of Homo sapiens with 6 samples. Its data were reported in "INX-315, a Selective CDK2 Inhibitor, Induces Cell Cycle Arrest and Senescence in Solid Tumors" (2023).

How the data were processed

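Gene expression was measured by 3′-end mRNA sequencing (QuantSeq FWD, which reads 1 short stretch near the polyadenylated end of each transcript) in OVCAR3 cells, an established line of high-grade serous ovarian carcinoma. The 6 libraries fell into 2 groups of 3 by their labels: control cells and cells given 300 nM INX-315, an inhibitor of the cell cycle kinase CDK2. The deposited values were raw read counts per gene, made by the authors without pooling of replicates. According to the methods and the submitters' processing notes, reads were trimmed with BBDuk, aligned to hg38 with STAR (2.7.5b) and counted with featureCounts (2.0.1) on GENCODE release 35. The strand setting and the treatment of reads with several matches were not given in the sources used here. Genes that overlap a partner on the opposite strand, and members of near-identical gene families, are therefore uncertain and are named as such beside their values.

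The count table listed 60656 gene identifiers, of which 60401 were matched to symbols of GENCODE release 44 by identifier. Coordinates come from the same release on hg38 and are 1-based. No column of the table was left out. Library totals ran from 3865685 to 5372301 counts. This depth sets a counting error that is large for genes with few counts, and the molecules behind the reads were not counted separately, so all errors are those of read counts. Libraries of 1 group were checked for a library deposited more than once, and chi-square per degree of freedom between pairs lay between 2.53 and 3.05 over genes with a summed count of at least 20. This excess over counting noise does not tell technical from biological replicates.

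Differential expression was tested with the quasi-likelihood F-test of edgeR (4.0.16, in R 4.3.3) with robust dispersion estimates, TMM scaling and group as the only term. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 12258. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic, and intervals are 95% confidence intervals. CPM values (as computed by edgeR) are scaled by the TMM factors and are given as mean ± SD over 3 libraries.

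In all, 30 lists of genes were fixed from textbook knowledge, and 27 of them had at least 2 tested members. Each was tested against all other tested genes with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over the lists. The test was repeated with a correlation estimated per list, and with fry, which tests a list on its own and does not compare it with other genes. A list's level in each library was the mean log2 CPM (prior count 2) of its tested genes. These levels and the composition of the libraries were compared with exact two-sided permutation tests, which cannot go below p = 0.1 for 3 against 3. The last 4 lists held markers of cell types that the culture should lack (fibroblasts, leukocytes, endothelium and neurons).

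The genes named were chosen by rule. They comprise 14 preset genes, the 8 called genes with the largest rise and the 8 with the largest fall among those with a mean CPM of at least 10, a gene symbol and no overlap between the groups. For each called list they also comprise the 3 members with the largest change in the direction of the list at the same CPM minimum and the 1 called member with the largest opposite change. For lists without a call they comprise up to 2 called members per direction with the smallest adjusted p. The values of 2 genes that the rule takes in are not given here. The groups, the tests between them, the 30 lists, this rule and the alternatives were fixed before the data were examined. A pair of further lists and some tests of explanations were chosen after the result was seen and are named as such where they are given.

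The alternatives were DESeq2 size factors or library totals in place of TMM, no filter or a stricter filter (CPM of at least 5 in at least 3 libraries), DESeq2 (1.42.0), limma-voom, the replicate number as a block, each library left out in turn, glmTreat against a fold change of 1.5, removal of mitochondrially encoded genes, a prior count of 0.5 or z-scores for the list levels, and thinning of all libraries to the smallest total. In 12009 genes simulated from the means, library sizes and dispersions of these libraries, with 200 genes changed, edgeR recovered 52.2% of the tested genes changed by 1.5-fold, 82.3% of those changed by 2-fold and 98.5% of those changed by 4-fold. Of its 157 calls, 7 (4.46%) were unchanged genes. Camera called 0 of 200 simulated lists of 40 unchanged genes and called a planted list with 20 rising members. Correlation between genes was not among the simulated properties, and 46.4% of tested genes were called in the real libraries. These rates therefore do not cover changes of that extent or genes that vary together.

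Promoters were searched on hg38 from 500 bases before to 100 bases after the annotated gene start, on both strands, for the E2F site TTTSSCGC (S is C or G) and the TFEB site TCACGTGA, with CGCSSTTT and CTACGTAG as control sequences. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Reads, splicing and the gene sets that the study scored were not used here.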

Results

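Transcripts were counted in 6 libraries of OVCAR3 cells, 3 from control cells and 3 from cells given 300 nM INX-315. The comparison asks which genes differ after sustained inhibition of CDK2, the kinase that drives entry into and passage through S phase, in a line the study describes as carrying amplified CCNE1. Library totals were 3865685, 5113665 and 5128775 counts for control replicates 1 to 3 and 4893689, 5372301 and 4704633 counts for INX-315 replicates 1 to 3. Per the labels, control cells were collected at day 4 and INX-315 cells at day 7, so drug and time in culture cannot be separated in any value given here. The study's text gives a single duration for both groups. The labels call the control cells untreated in one field and DMSO-treated in another. The sources also disagree on whether replicates were biological or technical, and the p-values may therefore measure only technical spread.

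With INX-315, genes of DNA replication and mitosis were lower by several fold, and lysosomal genes were higher. Of 12258 tested genes, 2865 were called higher and 2821 lower by edgeR's quasi-likelihood test, which is 46.4% of those tested. At an absolute log2 fold change of at least 1, 829 were higher and 870 lower. The CPM values of the groups did not overlap for 53.3% of tested genes, where chance gives 10%. Scaling by library totals in place of TMM shifted the median log2 fold change of all genes by −0.20 and gave 1862 genes higher and 4297 lower. Changes below are relative to the bulk of genes as set by TMM.

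The libraries also differed in composition. Mitochondrially encoded genes took 11.1% ± 0.83 of control counts and 21.7% ± 0.31 of INX-315 counts (SD, n = 3 each, exact permutation p = 0.1). The 50 most abundant genes of each library took 25.7% ± 0.87 and 34.2% ± 0.39 of counts (exact p = 0.1). Ribosomal protein genes took 14.3% ± 0.26 and 12.1% ± 0.30 (exact p = 0.1). With all libraries thinned to the same total, which left fewer counts for nuclear genes with INX-315, 17992 ± 132 genes were detected per control library and 17132 ± 8.6 per INX-315 library (exact p = 0.1). These values differed along with the groups compared here, and an exact p of 0.1 is the smallest that 3 against 3 can give.

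The 8 largest rises were in genes of varied function, several of them secreted or membrane proteins. The log2 fold change (± SE, 3 libraries per group, edgeR) was 4.29 ± 0.28 for CAPN9, a calpain protease, and 3.57 ± 0.25 for FBLN5, a protein of elastic fibers. It was 3.49 ± 0.31 for BMPER, a secreted protein that binds bone morphogenetic proteins, and 2.97 ± 0.20 for CHGA, a protein of secretory granules. SELENOP, a selenium carrier, rose by 2.93 ± 0.14. CLU, which encodes the secreted chaperone clusterin (ENSG00000120885.22, chromosome 8, 27596917 to 27614700), rose from 504 ± 30.5 to 5012 ± 208 CPM (log2 fold change 3.31 ± 0.06, edgeR adjusted p = 6.7e-44). PTGS1, a cyclooxygenase, rose from 53.3 ± 5.2 to 501 ± 38.6 CPM, and VTCN1, a membrane protein of the B7 family, from 40.2 ± 4.8 to 323 ± 27.1 CPM.

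The 8 largest falls included genes of histones and of the mitotic apparatus. H4C3, a histone H4 gene (ENSG00000197061.5, chromosome 6, 26103933 to 26104337), fell from 853 ± 10.6 to 46.5 ± 7.6 CPM (log2 fold change −4.19 ± 0.08, edgeR adjusted p = 5.4e-44). The log2 fold changes of the others were −3.90 ± 0.23 for FAM111B, −3.70 ± 0.20 for CKAP2L, a spindle protein, and −3.67 ± 0.24 for CDCA3. HMGB2, a chromatin protein, and CENPA, the histone of centromeres, had −3.66 ± 0.15 and −3.66 ± 0.32. NCAPG, a subunit of condensin, had −3.62 ± 0.13, and CCNA2 is described with the preset genes. H4C3 and NCAPG overlap the ends of H2BC4 and LCORL on the opposite strand, which leaves their counts uncertain.

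Camera called 14 of 27 lists, 7 higher and 7 lower. With an estimated correlation 7 calls held: the lysosome list, and the lists of S phase, G2/M, repair, nuclear protein, ribosome biogenesis and cholesterol genes. Among the lists that lost the call, the estimate was below the preset 0.01 for secretory factors (−0.0079) and antigen presentation (0.0094). It was also below for epithelial (−0.014) and mesenchymal markers (−0.019). It was above for histones (0.037), squamous genes (0.031) and mitochondrial genes (0.73). A higher correlation thus does not account for the loss where the estimate was below 0.01, and the cause was not tested.

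**Figure D1:**
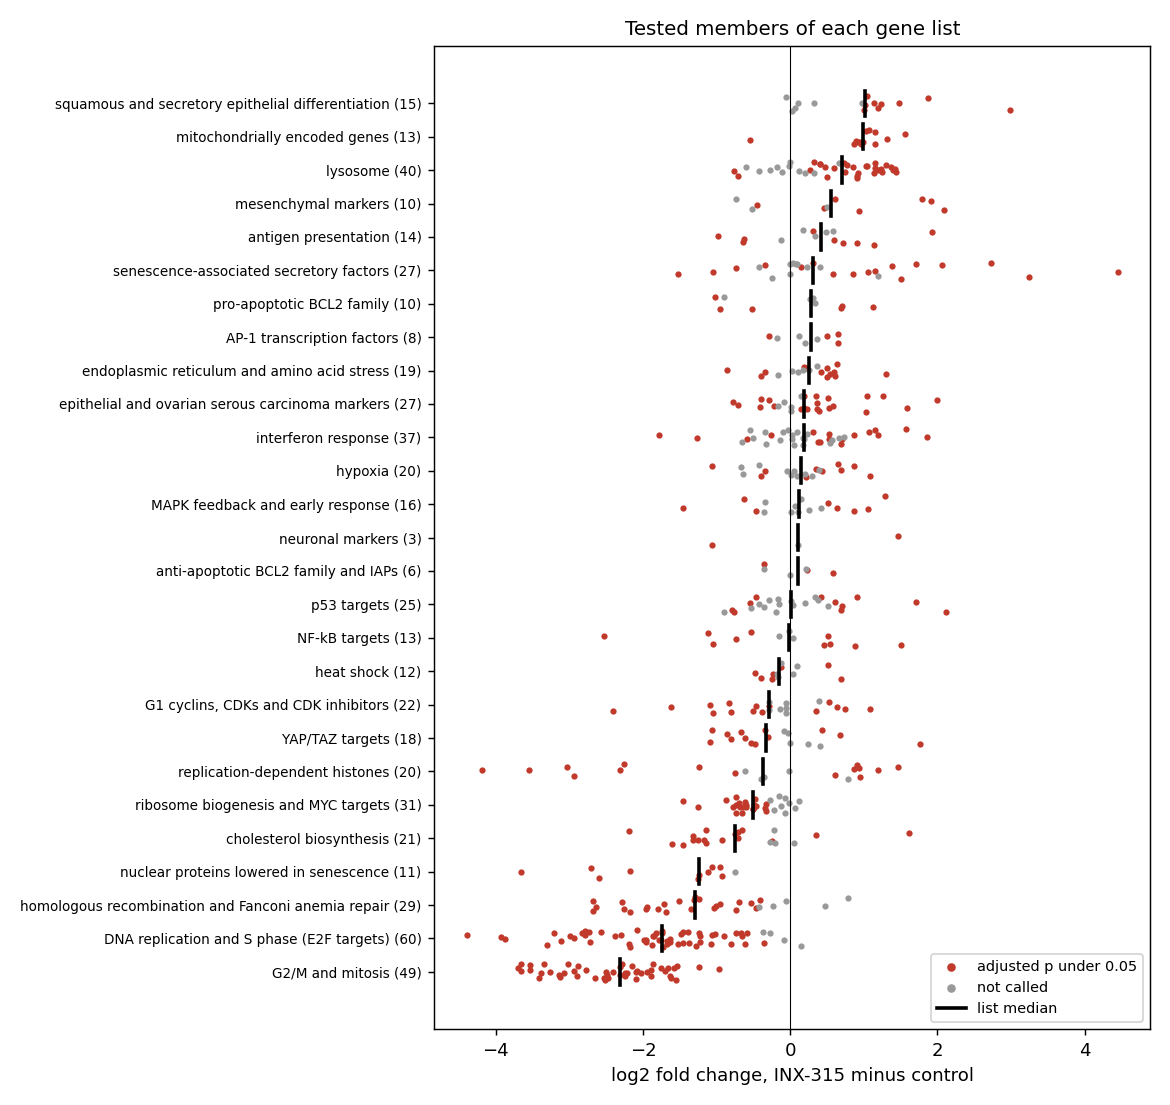
Log2 fold change (INX-315 minus control, edgeR) of every tested member of the 27 gene lists with at least 2 tested members. Each point is a gene, red where its adjusted p was under 0.05, the black bar is the list median, and the number of tested members is in parentheses. All G2/M members lie below 0, with a median of −2.32, and the lysosome list has a median of 0.70. With library totals as the scaling, medians fall by about 0.20 and those of the interferon, epithelial, p53, anti-apoptotic, hypoxia, MAPK and neuronal lists change sign.

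Every tested member of the G2/M list fell: 49 of 49, with a median log2 fold change of −2.32 (camera adjusted p = 2.0e-101; 49 adjusted over the list alone). Of 60 genes of DNA replication and S phase, which are targets of the E2F transcription factors, 56 fell and 0 rose, with a median of −1.74 (camera adjusted p = 3.5e-38; 56 adjusted over the list alone). MCM10, which acts at replication origins, had a log2 fold change of −3.31 ± 0.22, TYMS, the thymidylate synthase, −3.21 ± 0.15, and WDR76 −3.11 ± 0.27. The 4 that were not called were POLD1, PRIM2, RPA2 and E2F2, named after their values were seen. Of 29 genes of homologous recombination and the Fanconi anemia pathway, 24 fell and 0 rose (camera adjusted p = 1.7e-07; 24 adjusted over the list alone), among them BARD1 (−2.64 ± 0.18), the partner of BRCA1. TYMS overlaps the end of ENOSF1 on the opposite strand and is uncertain.

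Replication-dependent histone genes went both ways, with 7 higher and 8 lower of 20 tested (8 and 8 adjusted over the list alone). H1-4 fell with a log2 fold change of −3.55 ± 0.32 and H2AC20 with −2.32 ± 0.25, whereas H2BC5 rose by 1.47 ± 0.15. The list was called lower (camera adjusted p = 0.041; adjusted p = 0.24 with an estimated correlation). The call ended with library totals (adjusted p = 0.078), with the stricter filter (0.19) and without INX-315 replicate 3 (0.062). Reads of near-identical histone genes cannot be assigned with certainty, H2AC20 overlaps H2BC21 on the opposite strand, and most of these transcripts lack the poly(A) tail that the kit captures.

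Among the preset cell cycle genes, CCNA2, the cyclin of S and G2 phase (ENSG00000145386.11, chromosome 4, 121816444 to 121823883), fell from 78.7 ± 6.1 to 6.15 ± 2.7 CPM (log2 fold change −3.66 ± 0.17, edgeR adjusted p = 8.7e-26). MKI67, the proliferation marker, fell from 436 ± 17.3 to 53.7 ± 2.7 CPM (−3.02 ± 0.07). E2F1 fell from 57.4 ± 6.3 to 20.03 ± 2.2 CPM (−1.53 ± 0.13). CDK2 itself, the target of the drug (ENSG00000123374.11, chromosome 12, 55966781 to 55972789), fell from 90.6 ± 6.0 to 43.8 ± 1.0 CPM (−1.05 ± 0.10, edgeR adjusted p = 8.5e-13). CCNE1, which encodes the partner cyclin E1 (ENSG00000105173.14, chromosome 19, 29811991 to 29824312), rose from 105 ± 10.7 to 135 ± 6.0 CPM (0.36 ± 0.08, edgeR adjusted p = 0.00031). With library totals the CCNE1 change was 0.16 and not called (adjusted p = 0.11; 0.00020 to 0.11 over the alternatives other than glmTreat, where it was 1). CCNA2 overlaps the end of EXOSC9 on the opposite strand, a gene that fell as well (−2.38), so their counts cannot be told apart with certainty.

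**Figure D2:**
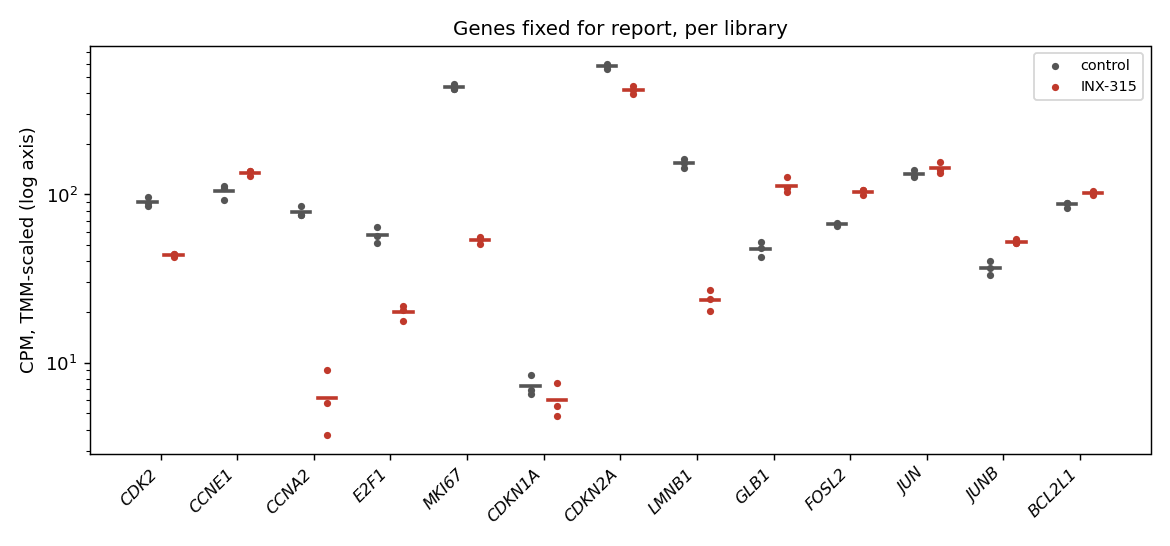
CPM (TMM-scaled, log axis) of the 13 preset genes that were tested, in each of the 3 control (grey) and 3 INX-315 (red) libraries. Points are libraries and bars are group means. CCNA2, MKI67 and LMNB1 lie far lower with INX-315, GLB1 lies higher, and the points of CDKN1A and JUN overlap between groups.

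Neither of the preset genes of cyclin-dependent kinase inhibitors was called higher. CDKN1A, which encodes p21, was at 7.28 ± 1.1 CPM in control and 5.97 ± 1.5 CPM with INX-315 (log2 fold change −0.28, 95% interval −0.89 to 0.32, edgeR adjusted p = 0.47), and its few counts limit the precision. CDKN2A, which encodes p16, fell from 577 ± 20.7 to 417 ± 23.6 CPM (−0.47 ± 0.06, edgeR adjusted p = 1.9e-09). Counts were made per gene, so this fall cannot be assigned to the transcript of p16 in particular. CDKN2B, which encodes p15 and was chosen after its value was seen, rose (0.53 ± 0.15, edgeR adjusted p = 0.0028), but was not called with library totals (adjusted p = 0.060; 0.00047 to 0.060 over the alternatives other than glmTreat, where it was 0.98). CDKN1B, which encodes p27, and CDKN1C, which encodes p57, chosen in the same way, fell (−0.84 ± 0.13 and −0.81 ± 0.11). The list of G1 cyclins, kinases and inhibitors had no call (5 higher, 10 lower of 22, the same counts adjusted over the list alone; camera adjusted p = 0.31). CDK6 (0.75 ± 0.06) and CCND1 (0.64 ± 0.06), which act together in early G1, rose, and SKP2, which targets p27 for degradation, fell (−1.09 ± 0.12). CCND1 and SKP2 overlap LTO1 and NADK2 on the opposite strand.

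Of the genes linked to senescence, LMNB1, the lamin B1 gene (ENSG00000113368.12, chromosome 5, 126776623 to 126837020), fell from 153 ± 8.5 to 23.7 ± 3.4 CPM (−2.70 ± 0.11, edgeR adjusted p = 7.9e-29). The list of nuclear proteins known to decline in senescent cells had 10 lower and 0 higher of 11 (camera adjusted p = 2.1e-27; 11 lower adjusted over the list alone), with EZH2, a histone methyltransferase, at −2.60 ± 0.19. Its median was −1.24, and the S phase and G2/M lists fell further in the same libraries (medians −1.74 and −2.32). Whether the nuclear proteins fell apart from those genes was not tested, so their fall is not separate evidence of senescence. Of 27 tested senescence-associated secretory factors, 13 rose and 4 fell (16 and 4 adjusted over the list alone). The largest rises by rule were IGFBP5 (2.73 ± 0.11), which binds insulin-like growth factors, AREG (2.07 ± 0.18), a ligand of the EGF receptor, and GDF15 (1.70 ± 0.16), and PLAUR, the urokinase receptor, fell (−1.52 ± 0.22). The list was called higher (camera adjusted p = 0.0018; adjusted p = 0.063 with an estimated correlation).

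Of 40 lysosomal genes, 27 rose and 2 fell (27 and 4 adjusted over the list alone), with a median log2 fold change of 0.70 (camera adjusted p = 2.1e-11). GLB1, which encodes lysosomal beta-galactosidase (ENSG00000170266.16, chromosome 3, 32996609 to 33097202), rose from 47.4 ± 4.9 to 113 ± 12.5 CPM (1.25 ± 0.10, edgeR adjusted p = 1.0e-15). GAA, the acid alpha-glucosidase, rose by 1.44 ± 0.15, CTSD, cathepsin D, by 1.43 ± 0.07 and PSAP, the saposin precursor, by 1.40 ± 0.07. GUSB, a lysosomal glucuronidase, fell (−0.77 ± 0.29, edgeR adjusted p = 0.028). The GUSB call ended under DESeq2 and without control replicate 2 (adjusted p = 0.095) or 3 (0.12) or INX-315 replicate 1 (0.066) or 2 (0.17), with 0.0052 to 0.17 over the alternatives other than glmTreat (0.44).

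Of 8 AP-1 transcription factor genes, 3 rose and 1 fell (3 and 1 adjusted over the list alone; camera adjusted p = 0.34). FOSL2 rose from 66.4 ± 1.6 to 104 ± 4.1 CPM (0.65 ± 0.09, edgeR adjusted p = 2.7e-08) and JUNB from 36.7 ± 3.4 to 52.4 ± 1.8 CPM (0.51 ± 0.12, edgeR adjusted p = 0.00037). JUN was at 132 ± 6.6 CPM in control and 143 ± 11.2 CPM with INX-315 (0.12, 95% interval −0.04 to 0.27, edgeR adjusted p = 0.21), and with library totals its log2 fold change was −0.08. The study showed FOSL2, JUN and JUNB from these same samples and did not state at that point how it chose them. In its part on breast cancer, it cites earlier work on AP-1 binding at newly active enhancers that singled out c-Jun, JunB and Fra-2. The values of FOSL2, JUN and JUNB come from the same samples and are therefore not independent evidence of what the study showed. These genes are among the 8 counted and tested above, with FOSL2 and JUNB among the 3 that rose. The list was not tested without them. JDP2, which represses AP-1, fell (−0.29 ± 0.08, edgeR adjusted p = 0.0039), but was not called without control replicate 2 (adjusted p = 0.058; 3.7e-06 to 0.058 over the alternatives other than glmTreat, where it was 1). JUNB overlaps HOOK2 on the opposite strand.

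Interferon response genes had no call as a list, with 13 higher and 4 lower of 37, the same counts adjusted over the list alone (camera adjusted p = 0.31), and a median of 0.18 that turned to −0.01 with library totals. ISG15 (1.15 ± 0.14) and IFI6 (1.20 ± 0.22) rose, and OAS3 (−1.78 ± 0.26) and EPSTI1 (−1.27 ± 0.26) fell. Of 14 antigen presentation genes, 6 rose and 3 fell, the same counts adjusted over the list alone (camera adjusted p = 0.016; adjusted p = 0.12 with an estimated correlation). The rises were led by HLA-B (1.92 ± 0.11) and HLA-C (1.13 ± 0.07), class I heavy chains whose reads can be shared between family members, and CD74 (0.91 ± 0.11), the invariant chain of class II, while PSMB9, a subunit of the immunoproteasome, fell (−0.98 ± 0.41, edgeR adjusted p = 0.048). The list was not called without INX-315 replicate 2 (camera adjusted p = 0.053). PSMB9 was not called with no filter, with DESeq2, or without control replicate 2 (0.12) or 3 (0.18) or INX-315 replicate 1 (0.19) or 3 (0.24), with adjusted p of 0.0014 to 0.24 over the alternatives other than glmTreat (0.31). CSF1R, the receptor of a macrophage growth factor and a further target of the drug, had 0 counts in all 6 libraries and was not tested.

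Genes of ribosome biogenesis and of cholesterol synthesis were lower. Of 31 ribosome biogenesis and MYC target genes, 22 fell and 0 rose, the same counts adjusted over the list alone (camera adjusted p = 4.3e-07), among them NOP56 (−1.26 ± 0.08), a protein of small nucleolar particles, GNL3 (−0.87 ± 0.13) and MRTO4 (−0.77 ± 0.11). Of 21 cholesterol genes, 15 fell and 2 rose, the same counts adjusted over the list alone (camera adjusted p = 1.0e-05). INSIG1, a sterol-regulated membrane protein, had −2.19 ± 0.20, HMGCS1, the HMG-CoA synthase, −1.61 ± 0.07 and IDI1 −1.46 ± 0.21, whereas the sterol reductase gene TM7SF2 rose by 1.61 ± 0.07. GNL3 overlaps GLT8D1 on the opposite strand.

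Differentiation markers shifted as well. Of 15 squamous and secretory epithelial genes, 9 rose and 0 fell, the same counts adjusted over the list alone (camera adjusted p = 0.0018; adjusted p = 0.092 with an estimated correlation), including LCN2 (1.47 ± 0.25), PI3 (1.24 ± 0.22) and SLPI (1.14 ± 0.07), the last 2 being secreted protease inhibitors. Of 27 epithelial and serous carcinoma markers, 16 rose and 6 fell, the same counts adjusted over the list alone (camera adjusted p = 0.0092; adjusted p = 0.084 with an estimated correlation). MUC16, the gene of the CA-125 antigen, rose by 2.0 ± 0.09, MUC1 by 1.59 ± 0.15 and CD24 by 1.26 ± 0.07, and WT1 fell (−0.78 ± 0.11). With library totals the median of this list was −0.0046 in place of 0.19 and its call ended (camera adjusted p = 0.096).

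Of 10 mesenchymal markers, 6 rose and 1 fell, the same counts adjusted over the list alone (camera adjusted p = 0.035; adjusted p = 0.14 with an estimated correlation). This list call ended without control replicate 3 (0.074), INX-315 replicate 1 (0.062) or INX-315 replicate 2 (0.051). FN1, fibronectin, rose by 1.92 ± 0.10 and CALD1, caldesmon, by 0.46 ± 0.06. ITGA5 rose by 0.61 ± 0.24 (edgeR adjusted p = 0.033), a call lost under 9 alternatives besides glmTreat, among them without control replicate 1 (0.12) or 2 (0.065) and INX-315 replicate 1 (0.23) or 2 (0.073), with 0.0057 to 0.23 over those alternatives and 0.70 under glmTreat. CDH2, N-cadherin, fell (−0.45 ± 0.19, edgeR adjusted p = 0.044), and was not called without any one of the 6 libraries (0.058 to 0.10), with no filter or with DESeq2 (0.0035 to 0.14 over the alternatives other than glmTreat, where it was 1).

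Lists of cell death, p53 and NF-kB genes had no call, and the anti-apoptotic and p53 medians changed sign with library totals. Of 6 anti-apoptotic genes, 2 rose and 1 fell (camera adjusted p = 0.80): BIRC2 (0.58 ± 0.15), BCL2L1 and XIAP (−0.36 ± 0.10). BCL2L1, which encodes BCL-xL (ENSG00000171552.13, chromosome 20, 31664452 to 31723989), rose from 87.4 ± 3.4 to 102 ± 2.95 CPM (0.23 ± 0.09, edgeR adjusted p = 0.026), and was not called with library totals (0.79), with no filter (0.053), with DESeq2 (0.081), without control replicate 3 (0.089) or without INX-315 replicate 2 (0.072), with 0.024 to 0.79 over the alternatives other than glmTreat, where it was 1. XIAP (edgeR adjusted p = 0.0025) was not called without INX-315 replicate 2 (0.067; 6.3e-06 to 0.067 over the alternatives other than glmTreat, where it was 1). Of 10 pro-apoptotic genes, 3 rose, BMF (1.13 ± 0.23) and HRK (0.71 ± 0.17) among them, and 3 fell, including BID (−0.51 ± 0.09) and BCL2L11 (−1.02 ± 0.23), which overlaps another transcript on the opposite strand (camera adjusted p = 0.93; median log2 fold change 0.29, difference in mean level −0.01). Of 25 p53 targets 7 rose and 4 fell (camera adjusted p = 0.34), with TP53INP1 at 2.12 ± 0.11, GDF15 as above, PLK2 at −0.76 ± 0.07 and MDM2 at −0.47 ± 0.11. Of 13 NF-kB targets 5 rose and 5 fell (camera adjusted p = 0.97), with TNFAIP2 at 0.53 ± 0.08, IER3 at 0.51 ± 0.08, NFKBIA at −0.54 ± 0.07 and LTB at −2.53 ± 0.43. Adjusted over each list alone, the counts were the same except for 4 pro-apoptotic genes lower. TP53INP1 and MDM2 overlap NDUFAF6 and CPM on the opposite strand.

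Lists of genes that can respond to culture conditions and stress had no call either, and the hypoxia and MAPK medians changed sign with library totals. Of 18 YAP/TAZ targets 3 rose and 10 fell (camera adjusted p = 0.25), with CCN2 at 1.76 ± 0.08, MYOF at 0.68 ± 0.11, AMOTL2 at −0.86 ± 0.06 and CCN1 at −1.06 ± 0.10. Of 20 hypoxia genes 7 rose and 3 fell (camera adjusted p = 0.48), with P4HA2 at 1.09 ± 0.17, BNIP3 at 0.87 ± 0.14, LDHA at −0.39 ± 0.06 and ERO1A at −0.35 ± 0.11. Of 16 MAPK genes 5 rose and 3 fell (camera adjusted p = 0.36), with DUSP6 at 1.29 ± 0.18, EPHA2 at −0.63 ± 0.12 and MYC at −1.46 ± 0.44. Of 19 endoplasmic reticulum and amino acid stress genes 10 rose and 3 fell (camera adjusted p = 0.29), with PSAT1 at 0.51 ± 0.06, DNAJB9 at 1.30 ± 0.20, PHGDH at −0.85 ± 0.07 and ATF4 at −0.34 ± 0.06. Of 12 heat shock genes 2 rose and 5 fell (camera adjusted p = 0.78), with HSPB1 at 0.70 ± 0.06, HSPA1A, whose reads can be shared with HSPA1B, at 0.51 ± 0.07, HSPD1 at −0.47 ± 0.06 and HSPA8 at −0.40 ± 0.07. Adjusted over each list alone, the counts were the same except for 11 stress genes higher and 7 heat shock genes lower. ERO1A (edgeR adjusted p = 0.0094) was not called without control replicate 2 (0.077) or INX-315 replicate 3 (0.061), and MYC (edgeR adjusted p = 0.0050) without control replicate 1 (0.056). Over the alternatives other than glmTreat, the ranges were 6.7e-05 to 0.077 for ERO1A, which had 1 under glmTreat, and 0.0013 to 0.056 for MYC. MYC was not called under glmTreat either (adjusted p = 0.053).

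Markers of other cell types were scarce. No leukocyte marker of 12 and 1 of 10 fibroblast markers passed the filter on counts, COL1A1, which rose by 0.59 ± 0.15. Of 8 endothelial markers ERG was tested (−0.42, edgeR adjusted p = 0.24). Of 3 tested neuronal markers MAP2 rose (1.46 ± 0.12) and ENO2 fell (−1.06 ± 0.39, edgeR adjusted p = 0.021), with no list call (camera adjusted p = 0.32) and a median that changed sign with library totals. The counts of these lists were the same adjusted over each list alone. ENO2 was not called with DESeq2, without control replicate 1 (0.057) or 3 (0.11) or INX-315 replicate 1 (0.13) or 2 (0.071), with 0.0024 to 0.13 over the alternatives other than glmTreat (0.20).

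Of the 13 protein-coding genes of the mitochondrial genome, 12 rose and 1 fell, the same counts adjusted over the list alone (camera adjusted p = 5.1e-23; adjusted p = 0.081 with an estimated correlation). MT-CO1 rose from 909 ± 87.7 to 2685 ± 49.4 CPM (1.56 ± 0.06, edgeR adjusted p = 3.6e-29), MT-CO2 by 1.31 ± 0.06 and MT-CYB by 1.16 ± 0.08. MT-ND6, the only protein-coding gene on the opposite strand to the other 12 (chromosome M, 14149 to 14673), fell from 222 ± 26.1 to 151 ± 10.05 CPM (−0.55 ± 0.07, edgeR adjusted p = 1.4e-08). MT-RNR2, the large ribosomal RNA, took 4.38% ± 0.29 of control counts and 10.2% ± 0.38 of INX-315 counts (n = 3 each, exact permutation p = 0.1). Nuclear copies of mitochondrial sequence can share these reads.

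**Figure D3:**
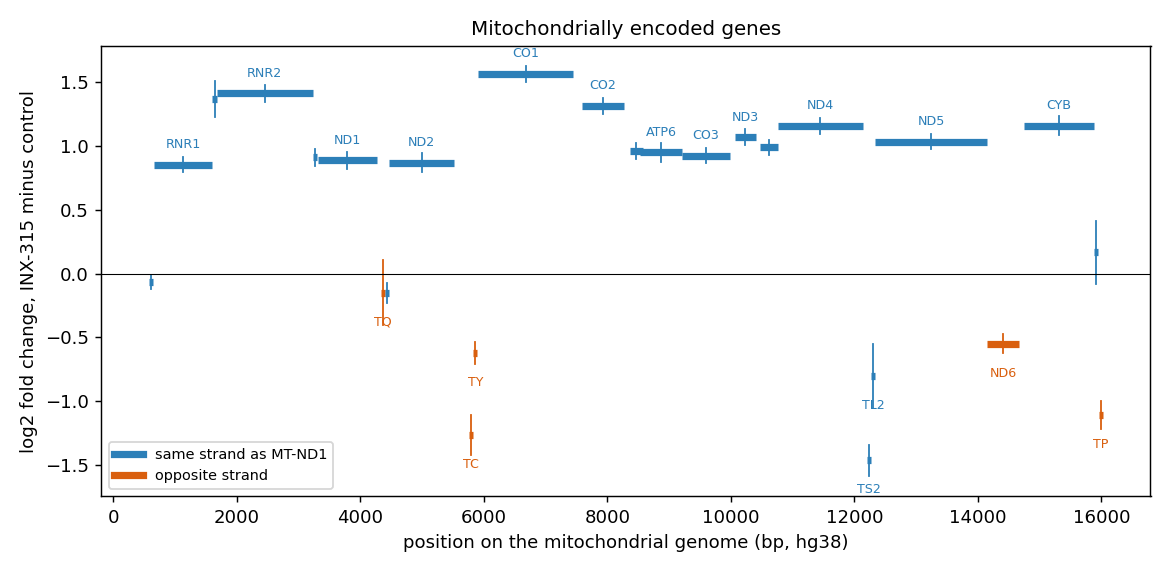
Log2 fold change (INX-315 minus control, edgeR, ± SE as vertical lines) of mitochondrially encoded genes with a mean CPM of at least 10, at their positions on the mitochondrial genome. Blue bars are genes on the same strand as MT-ND1, of which 16 of 21 rose and 2 fell. Orange bars are genes on the opposite strand, of which 0 of 5 rose and 4 fell, 4 of the 5 being transfer RNA genes. With library totals the medians of both groups are lower by about 0.20 and keep their signs.

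Per library, the mean level of a list did not overlap between groups for 21 of 27 lists, 11 higher and 10 lower with INX-315. The G2/M level was 6.10 ± 0.02 log2 CPM in control and 3.68 ± 0.07 with INX-315, and the lysosome level 5.39 ± 0.02 and 5.96 ± 0.05 (SD, n = 3 each, exact permutation p = 0.1 for both).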

Values the study reported

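In live cells, the study reported that INX-315 bound CDK2/cyclin E1 with an IC50 of 2.3 nmol/L, against 374 nmol/L for CDK1/cyclin B1. In viability assays on ovarian cancer lines, its mean IC50 was given as 36 nmol/L (range 10 to 64) where CCNE1 was amplified and 1,435 nmol/L (range 159 to 3560) where it was not. In OVCAR3, arrest in G1 was described after 24 hours at concentrations as low as 30 to 100 nmol/L, and above that range the arrest was described as combining G1 and G2.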

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

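The removal of mitochondrially encoded genes and the other alternatives were planned; none was chosen after the result was seen. No gene called both by the reported test and by an alternative changed sign. The counts of genes higher and lower stayed within 1.5 times under all but 2 alternatives. Library totals gave 1862 higher and 4297 lower, with 539 higher at a log2 fold change of at least 1, as its construction moves all genes down. Testing against a fold change of 1.5 gave 1668 genes, 837 higher and 831 lower, by its stricter null. Leaving out 1 library gave 4925 to 5319 genes. The replicate number did not pair the samples (correlations of deviations 0.0034, 0.014 and 0.049, and not every sample correlated best with its own number). As a block it gave 2843 genes higher and 2834 lower, and 14 lists, and ended the call of ITGA5 but of no other named gene. The test with estimated correlations left 7 called lists of 14. The fry test gave 25, as it does not compare a list with other genes. Of the 115 genes taken in by the naming rule, 77 kept call and direction under all alternatives that tested them, 26 lost the call against a fold change of 1.5 alone, and 12 changed elsewhere. JUN turned to −0.0767 with library totals. NF-kB targets, not called anywhere but changing direction, had camera adjusted p = 0.986 with library totals, 0.966 with the stricter filter and 0.838 to 0.996 with 1 library left out. With 1 library left out, the anti-apoptotic list had 0.791 to 0.996 and the pro-apoptotic list 0.821 to 0.996, both with turns of direction. The pro-apoptotic level differed by 0.220 in z-scores. The cause was not tested unless named. Depth limits genes such as CDKN1A, with 22 to 46 counts per library.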

Other observations

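The FOXO and cilia lists and the tests of culture time, of the mitochondrial share and strands, and of scaling for the lysosome list were chosen after the result was seen; those of GC content, promoter sites and other splits were not. Of 27 genes known to be raised by FOXO factors or in quiescence, 17 rose and 2 fell. The list was written after members, SELENOP and TP53INP1 among them, had been seen to rise, so these counts do not test whether such genes rose as a group. TXNIP, which inhibits thioredoxin, rose by 2.34 ± 0.21 (SE), YPEL2 by 2.23 ± 0.21 and the autophagy gene GABARAPL1 by 1.62 ± 0.11. IRS2 and CDKN1B fell, by 1.20 and 0.84 on the log2 scale. A list of motile cilia genes, written because RSPH1 and CAPS were high, had 5 higher and 3 lower of 18 tested.

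The secretory factors SPP1 and STC1, named after their values were seen, had log2 fold changes of 4.45 and 3.24 at a mean CPM under 10. Other genes at such low levels differed more, among them GRIN3B (5.17) and SOD3 (4.82).

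By edgeR, the real split of the 6 libraries called 5686 genes and the highest of the 9 other splits called 0. For lists the values were 14 and 11. In each case 1 of 10 splits, the real one, reached the real value, and 10 splits are too few for a share under 0.05. The other splits set 2 libraries of one group against 1, so they hold part of the real difference.

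S phase and mitotic genes were lower with INX-315. Under library totals their median was −2.19, against −0.20 for all nuclear genes, a difference of −1.99. Scaling moves all genes alike, so this difference restates the TMM result and is not a separate test. A larger mitochondrial share lowers nuclear genes alike, so it could account for the shared shift but not for the difference. Removal of the trend on GC content moved the median of all 109 genes from −1.99 to −1.97. The trend thus accounted for little of the fall in these genes, and how far its removal moved other genes is not given here. Lower transcription through E2F sites stays open: among 10600 protein-coding genes outside all lists, those with a site in the promoter differed by −0.150 (95% interval −0.204 to −0.096, camera adjusted p = 0.068 over the 4 sequences), and the reversed sequence gave a like −0.118 (camera adjusted p = 0.13). Longer culture cannot be told apart from the drug, since 0 control libraries were collected on day 7.

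Mitochondrially encoded genes took a larger share of counts with INX-315. An equal rise of all mitochondrial RNA is excluded by the 5 genes on the opposite strand, whose median was −0.62, while 16 of the 21 on the strand of MT-ND1 rose. Falls were not confined to the opposite strand, as 2 genes on the strand of MT-ND1 fell. These were MT-TS2 (−1.46), lower than any opposite-strand gene (lowest −1.27), and MT-TL2 (−0.80). Strand and kind of RNA are mixed here, since 4 of the 5 opposite-strand genes, and all 5 on the strand of MT-ND1 that did not rise, encode transfer RNAs. Other transfer RNA genes on the strand of MT-ND1 rose, namely MT-TV (1.37) and MT-TL1 (0.91). MT-ND6, the 1 messenger RNA among the opposite-strand genes, also fell (−0.55), but the strand setting of the counting was not given. Longer culture of the INX-315 cells stays open, with 0 control libraries on day 7, and neither a change in strand-specific transcription or decay nor one in RNA extraction or capture was tested.

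Lysosomal genes were higher with INX-315. The median was 0.70 with TMM, 0.70 with DESeq2 size factors and 0.50 with library totals. The choice among these scalings thus does not account for the rise. Scaling moves all genes alike, so these values restate the TMM result, and a larger offset was not tested. Higher transcription through TFEB sites could not be decided: genes outside all lists with the site differed by 0.011 (95% interval −0.07 to 0.09, camera adjusted p = 0.97), and only 18 genes held the control sequence. Longer culture cannot be told apart from the drug here either, with 0 control libraries on day 7.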
